A study of Homo sapiens with 52 samples. Its data were reported in "GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states" (2017).

How the data were processed

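Total RNA of differentiating NHEK cultures was labelled with Cy3 and hybridised by the authors to custom Agilent 1-colour arrays, 1 sample per array. Of the arrays on the 7 slides, 52 were used, and array positions without a sample in the labels were not analysed here. The deposited scanner files hold spot intensity values written by Agilent Feature Extraction 10.7.3.1, per the file headers, with probe positions on hg19. Their processed signal had already been background-subtracted and detrended within each array, and had not been normalized between arrays. The deposited series table holds log2 values that the authors had shifted per array. Set against the scanner files, these were log2 processed signals minus the array's 75th percentile, and not centred on genes or controls. Its column medians ran from -2.49 to -2.03.

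Starting from the scanner files, control spots were left out and spots flagged as outliers were dropped. The remaining spots of a probe (433 probes had several, up to 11) were averaged, and log2 was taken and the array's 75th percentile subtracted. This gave 14341 probes for 7055 gene names. No spot was saturated. 495 values of 428 probes were missing because every spot was flagged. Probes well above background on at least 4 arrays were tested (13984), and 13559 of these with values on all arrays were used for principal components and correlations. A gene with several probes (5403 genes) was represented by the probe with the highest mean signal. Gene names are those of the array design, some of them older symbols.

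Depth on an array is the signal over background, given by array in the results. The highest correlation between any 2 arrays across probes was 0.995 (siControl 3 and 4), and no 2 arrays held identical values. Groups came from the labels, and slide and scan day (4 scans) were treated as batches.

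Each knockdown was compared with the 4 siControl arrays by limma 3.58.1 (lmFit and eBayes, R 4.3.3), with Benjamini-Hochberg adjustment per knockdown and a threshold of 0.05. The spread came from the siControl arrays (residual degrees of freedom 3, prior 2.12), so a single knockdown array was assumed to vary like them. The methods name CyberT without settings, and a CyberT-like test was run beside limma (window of 100 probes, prior weight 10). A further fit per knockdown had slide means and 1 indicator for the knockdown array (residual degrees of freedom 44, prior 2.82). Principal components were taken on centred values, and the share of variance between slides was tested by permuting arrays over slides (100000 permutations). Correlations between knockdown profiles were compared within and between slides by permuting knockdowns over places, beside 20 simulations of unchanged arrays against 4 independent controls and 20 against controls that share an error in pairs (added after the data were seen). Families were pairs of labels with the same leading letters (ATF, FOS, JUN, FOX, OVOL, RUNX, SP, SOX, STAT, TCF). Marker lists (progenitor, early, mid, late, proliferation and interferon, and targets of ATF4, XBP1, NR3C1 and SMAD4) were written before the data were examined. Their median change was placed among 10000 random lists from 20 bins of mean expression. Other steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

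The tests and the rule for naming genes were fixed before the data were examined. For targeted transcripts it took the 5 largest falls and the 5 smallest falls or rises. For each count result it took the 5 knockdowns with the most probes. For knockdowns on the slide of the controls it took the 3 largest falls and 3 largest rises called in both fits, well above background on the siControl arrays for falls or on the knockdown array for rises. For the marker lists it took FOSL1, CREB5, FOS, PRDM1, KLF4, NR3C1 and RUNX1, which the study's text names, and the knockdowns on the slide of the controls. For factor transcripts it took the 3 largest called changes in PRDM1, FOXP1 and STAT6. For a probe not well above background on any array of a group, the bound set the brighter mean against the lowest signal of a probe well above background on each array, or the probe's own if higher.

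The code was tested on simulated data. For 1 array against 4 controls with 200 of 13984 probes changed, limma recovered 65% of the changed probes and 97% of those changed by at least 3 log2, with 8 false calls and 0 calls in an unchanged array. The CyberT-like test recovered 72% with 26 false calls. The slide fit, with slide shifts added, recovered 87% with 10 false calls. All other simulated arrays were unchanged and had the spread of the siControl arrays. In the data most reference arrays are other knockdowns, and the SE against the slide was larger for 34 of 40 targets. The 87% therefore does not show that the slide fit is the more sensitive one in these data.

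The alternatives were normexp background correction on the mean and local background signals (offset 50) with quantile normalization, quantile normalization alone, the authors' table, no filter on dim probes, only probes well above background on every array, leaving out each siControl array, scan day or no batch in place of slide, slide as a block, the CyberT-like test, a change of at least 1 log2 as a further threshold, knockdown arrays alone, the mean of all knockdowns as reference, and the mean in place of the median of a list. Averaging siControl 1 with 2 and 3 with 4 was added after the data were seen.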

Results

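Transcript levels were measured in primary human epidermal keratinocytes (NHEK), the main cell type of the outer skin, on custom 1-colour oligonucleotide arrays. Each culture received a pool of small interfering RNAs (siRNA) against 1 transcriptional regulator and was then pushed towards differentiation with high-calcium medium. The 52 arrays comprised 48 knockdowns with 1 array each and 4 arrays of cells given a scrambled siRNA (siControl). No knockdown had a replicate, so every knockdown value rests on 1 array and the spread between replicates came from the 4 siControl arrays alone. Their number limits the precision of every comparison with siControl below. The 75th percentile of the processed signal ran from 469 on the siPRDM1 array to 3913 on the siPBX2 array. The share of probes well above background ran from 77.4% on the siOVOL2 array to 97.6% on the siE2F1 array, against 85.9% to 90.6% on the siControl arrays. After filtering, 13984 probes for 6996 genes were tested.

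The arrays lay on 7 slides. Slide 1 held the knockdowns of ATF2, ATF3, ATF4, ATF5, ATF7, BRIP1, NOTCH3 and CEBPG, and slide 2 those of CREB5, E2F1, ETS1, FOS, FOSB, FOSL1, FOSL2 and FOXD1. Slide 3 held GABP1, FOXN1, FOXN2, FOXP1, GRHL2 and JUN, and slide 4 held JUNB, JUND, KLF4, LRRFLP1, OVOL1, OVOL2 and NR3C1. Slide 5 held RUNX1, RORA, RELB, RBL1, RARG, PRDM1, PBX2 and STAT3, and slide 6 held SP3, SP1, SOX6, SOX11, SMAD4, RUNX2 and XBP1. Slide 7 held TP63, TCF7L2, TCF4 and STAT6 together with all 4 siControl arrays. For the 44 knockdowns on slides 1 to 6, a difference from siControl and a difference between slides therefore could not be told apart. Every comparison with siControl was set beside a comparison with the other arrays of the same slide. That reference consisted of other knockdowns on slides 1 to 6 and mostly of siControl arrays on slide 7.

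The targeted transcript was examined first, since it tests whether each array carries the knockdown its label names. The study also reports a check of its siRNA knockdowns made before the arrays were hybridised, which was not used here. Of the 48 labels, 40 matched a gene name on the array and 8 (ATF4, ATF5, FOSL2, GRHL2, JUNB, JUND, GABP1 and LRRFLP1) did not. The targeted transcript was lower than in siControl in 35 of 40 knockdowns, with a median log2 change of -1.24. By limma's moderated test, 26 were lower adjusted over the list alone and 11 were lower adjusted over all probes tested. Over all probes the count was 1 without siControl replicate 1, 3 without replicate 3 or 4, and 3 with only probes well above background on every array. Against the other arrays of the slide, 34 of 40 were lower, with a median of -1.28; 25 were called adjusted over the list alone and 10 over all probes. The targeted transcript had its lowest level on the slide in its own array for 27 knockdowns, where permuting the labels within slides gave a mean of 5.61 and at most 18 (1-sided permutation p = 1e-05, the smallest that 100000 permutations can give). In 23 knockdowns the array was the lowest of all arrays measured (exact 1-sided rank test, p = 0.0192, adjusted p = 0.0334, the smallest p that 52 arrays allow). The alternative that moved the median most was background correction by normexp with quantile normalization, which gave -0.96.

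The largest fall was that of STAT3 (probe A_23_P107206, chromosome 17, 40474384 to 40474443 on hg19), from -0.62 ± 0.33 (SD, n = 4) in siControl to -4.17 on a log2 scale relative to each array's 75th percentile. The log2 change was -3.55 ± 0.34 (SE of the fit, limma adjusted p = 0.0313 over all probes). SOX11 (A_24_P302584, chromosome 2, 5841428 to 5841487) changed by -2.99 ± 0.20 (limma adjusted p = 0.0426). PBX2 (A_23_P214658, chromosome 6, 32152821 to 32152880) changed by -2.83 ± 0.26 (limma adjusted p = 0.0139). NR3C1 (A_23_P214059, chromosome 5, 142660937 to 142660996) changed by -2.53 ± 0.21 (limma adjusted p = 0.0162). CREB5 (A_24_P532232, chromosome 7, 28865345 to 28865404) changed by -2.45 ± 0.22 (limma adjusted p = 0.00790). Against their slides these 5 changed by -3.31, -3.38, -2.27, -2.58 and -1.99 in the same order. Over all probes, limma called each of them against the slide except CREB5. Against siControl, the call over all probes was lost for SOX11 without any 1 of the siControl arrays and for STAT3 and NR3C1 without replicate 1, 3 or 4. It was lost for PBX2 without replicate 1, where the limma adjusted p was 0.191 for SOX11, 0.137 for STAT3, 0.0789 for NR3C1 and 0.0634 for PBX2. Over all alternatives the highest adjusted p was 0.191 for SOX11, 0.137 for STAT3, 0.0995 for NR3C1, 0.0634 for PBX2 and 1.00 for CREB5, which lost its call against the slide and with only probes well above background on every array.

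In the arrays labelled NOTCH3, FOSB, ATF3, FOXP1 and TCF7L2 the targeted transcript was higher than in siControl. NOTCH3 (A_23_P108201, chromosome 19, 15270779 to 15270838) changed by 0.17 ± 0.32 (SE), FOSB (A_23_P153281, chromosome 19, 45977116 to 45977175) by 0.24 ± 0.39 and ATF3 (A_23_P34915, chromosome 1, 212793856 to 212793915) by 0.53 ± 0.28. These 3 rises were not called. FOXP1 (A_33_P3214303, chromosome 3, 71004934 to 71004993) rose by 2.17 ± 0.34 (limma adjusted p = 0.0337), but by 0.29 against its slide, where it was not called. Its call against siControl was also lost without replicate 1 (limma adjusted p = 0.105), 3 (0.0872) or 4 (0.0871), and with siControl pairs averaged. TCF7L2 (A_23_P389588, chromosome 10, 114911485 to 114911544) rose by 3.84 ± 0.25 (limma adjusted p = 0.00330) and by 3.81 against its slide (adjusted p = 0.00201). The TCF7L2 probe had a low siControl level (-5.71), though well above background on all 4 siControl arrays. Its rise was 1.93 with normexp, and its level ranked 48 of 51 arrays from the lowest. Dim probes rose widely on this array, as given below, so an effect of background on this rise stays open. Other probes of the NOTCH3, FOSB, ATF3, FOXP1 and TCF7L2 genes went the other way, with a lowest change of -1.77, -0.80, -0.02, -0.27 and -0.72 in the same order. Probes differed in direction for 10 of the 33 targeted genes with several probes tested, and no targeted gene lacked a probe with a fall. KLF4 changed by -0.02 ± 0.74 against siControl, where it was not called, and by 0.41 against its slide, rank 6 of 7. FOS changed by -0.98 ± 0.43 against siControl, where it was not called, and by 0.43 against its slide, rank 7 of 8. These 7 arrays are named by their label below, since the probe chosen to represent the gene was higher in 1 or both comparisons. This naming does not show that their knockdowns failed.

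**Figure D1:**
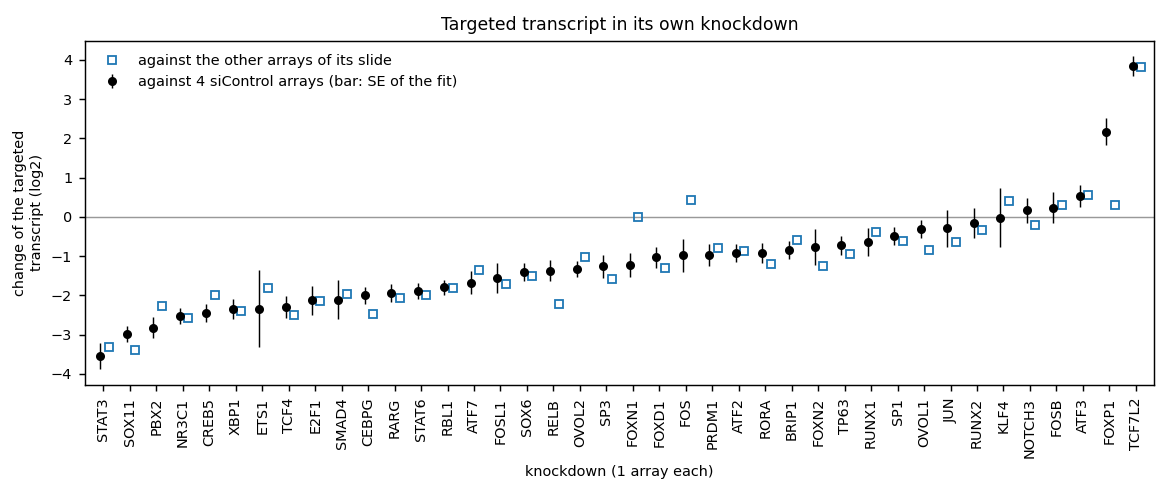
Log2 change of the targeted transcript in its own knockdown for the 40 labels that matched a gene name, against the 4 siControl arrays (circles, bars show the SE of the fit) and against the other arrays of the slide (squares). Of the 40 transcripts, 35 lie below 0 against siControl.

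The comparison the study names, each knockdown against siControl, asks which transcripts depend on each factor. Over the 44 knockdowns on slides 1 to 6, the median was 556 probes changed (limma, adjusted p under 0.05), with a range of 0 to 2156. Over the 4 knockdowns on slide 7 the median was 2. The array labelled TCF7L2 had 2765 changed probes and the TP63 knockdown had 4. These 4, looked up after the count was seen, were KRT1 (-3.38), IL1RL1 (-4.07), SAA3P (-3.37) and PPAPDC1A (3.97), and none of them was called against the slide. The TP63 count was 0 without any 1 of the siControl arrays, 31 with siControl pairs averaged, 47 with normexp, 50 with quantile normalization and 153 by a CyberT-like test. At an unadjusted p under 0.05 it was 2318. The TCF4 and STAT6 knockdowns had 0 by limma, with 1523 and 1475 probes at an unadjusted p under 0.05 and 32 and 60 by the CyberT-like test. The knockdowns with the most changed probes were the array labelled TCF7L2 (2765), JUND (2156), the array labelled FOSB (2077), JUNB (1925) and PRDM1 (1823). Without siControl replicate 1 these counts were 1693, 0, 1316, 554 and 0 in the same order. Without replicate 3 they were 1841, 570, 1500, 746 and 216, without replicate 4 they were 1934, 964, 1590, 972 and 543, and without replicate 2 the PRDM1 count rose to 2948. The median by slide was 412.5 on slide 1, 1045.5 on slide 2, 988 on slide 3, 587 on slide 4, 638.5 on slide 5 and 341 on slide 6. Of all calls on slides 1 to 6, 42.6% were rises, but this share differed by slide. Rises outnumbered falls in every knockdown on slide 2 (1996 and 81 on the array labelled FOSB) and in SP1 (432 and 73). Falls outnumbered rises in every other knockdown on slides 1 to 6 with a call (1508 and 648 in JUND). Restricting the probes to those well above background on every array lowered the median to 0. Leaving out siControl replicate 1, 3 or 4 also lowered it to 0, while leaving out replicate 2 gave 468.5.

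Against the other arrays of the slide, the median over the 48 knockdowns was 1.5 probes changed, and 12 knockdowns had 0 by limma, with 76 to 849 probes at an unadjusted p under 0.05. At least 50 probes changed in 8 knockdowns. The knockdowns with the most changed probes were the array labelled TCF7L2 (2306), PRDM1 (1001), JUND (683), OVOL2 (226) and XBP1 (167). With no batch these counts were 728, 424, 1353, 23 and 1 in the same order. With only probes well above background on every array they were 241, 985, 881, 166 and 61, and with normexp the XBP1 count was 50. The XBP1 knockdown had 0 changed probes against siControl by limma (1596 at an unadjusted p under 0.05, 61 by the CyberT-like test). Over the 43 knockdowns on slides 1 to 6 with a probe called against siControl, a median of 0.125% of those probes were also called in the same direction against the slide. That share was 28.8% for PRDM1, 12.6% for JUND and 0.0963% for the array labelled FOSB. The 2 fits differ in their spread, since the slide fit pools all other arrays (residual degrees of freedom 44) and the siControl fit has 3. The SE of the targeted transcript was larger against the slide for 34 of 40 targets, with a median ratio of 1.54. Of 4788 calls in all, 61.9% were rises, but this share rests on the array labelled TCF7L2, since 31.5% of the 2482 calls in the other knockdowns were rises. Under quantile normalization 41.4% of the calls on that array were rises, against 94.6% with scaling to the 75th percentile, and 37.7% of all calls were.

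**Figure D2:**
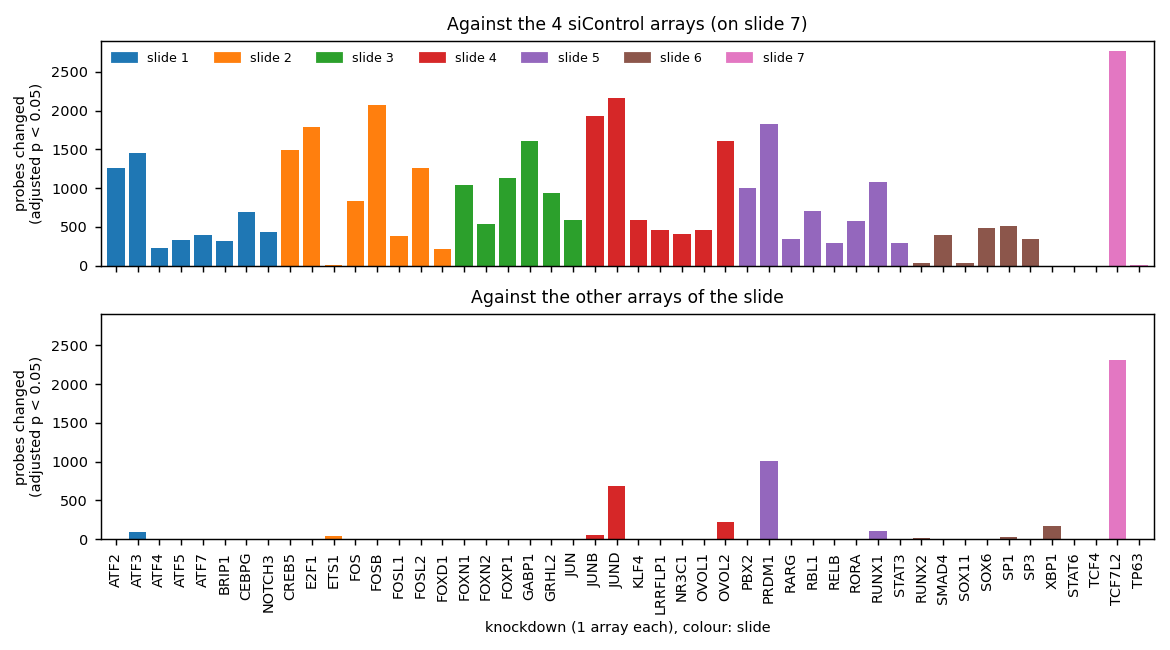
Number of probes changed at an adjusted p under 0.05 (limma) in each of the 48 knockdowns, against the 4 siControl arrays (top) and against the other arrays of the slide (bottom), coloured by slide. The median is 556 for the 44 knockdowns on other slides than the controls in the upper panel and 1.5 over all 48 in the lower panel.

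Genes called in both comparisons could be named for the knockdowns on the slide of the controls. By the brightest probe of each gene, 611 genes were called in both on the array labelled TCF7L2 and 0 in the TP63, TCF4 and STAT6 knockdowns. The largest falls on the array labelled TCF7L2 were those of HSPA2 (A_23_P88303, chromosome 14, 65009538 to 65009597; -2.38 ± 0.50 SE, limma adjusted p = 0.0318), MYST2 (A_23_P152818, chromosome 17, 47905690 to 47905749; -2.20 ± 0.43, limma adjusted p = 0.0256) and EXT1 (A_23_P43273; -1.81 ± 0.30, limma adjusted p = 0.0161). The call for HSPA2 was lost without siControl replicate 1 (adjusted p = 0.0761), replicate 3 (0.0669) or replicate 4 (0.0502), and that for MYST2 without replicate 1 (0.0531) or replicate 4 (0.0532). Over all alternatives the adjusted p ran from 0.00251 to 0.0785 for HSPA2, from 0.00257 to 0.0758 for MYST2 and from 0.00361 to 0.0614 for EXT1. The largest rises were those of ADRB1 (A_23_P52239, chromosome 10, 115805455 to 115805514), BSX (A_33_P3311210, chromosome 11, 122848505 to 122848564) and HLX (A_23_P126266, chromosome 1, 221055600 to 221055659). These 3 were not well above background on any siControl array, so only a bound can be given. They were at least 32.5-fold, 29.2-fold and 24.8-fold higher than in siControl (limma adjusted p = 0.00417, 0.00330 and 0.00351).

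The study ordered the knockdowns by principal components to find factors with similar effects. The first component held 32.7% of the variance, the second 11.2% and the third 9.14%. Differences between slides made up 65.1% of the first component, 46.1% of the second and 51.4% of the third, where chance gives 11.8% (permutation p = 1e-05, 0.00013 and 3e-05, adjusted p = 3e-05, 0.00013 and 4.5e-05, over 52 arrays; 1e-05 is the smallest the permutations can give). The smallest share for the first component was 39.2%, under normexp with quantile normalization. The mean score on the first component was 72.2 ± 44.2 (SD, n = 8) on slide 2 and -46.2 ± 17.6 (n = 7) on slide 4. The highest scores were those of the array labelled TCF7L2, the array labelled FOSB, E2F1, CREB5, FOSL2, the array labelled FOS and SP1, in that order, and the lowest those of JUNB, the array labelled KLF4 and JUND. Scanner quality control marked the arrays labelled TCF7L2 and FOSB and the SP1 array for evaluation, and all other arrays as in range. The SP1 array had 342 non-uniform spots, against at most 30 on any other array. The FOSL2 array had a local background of 108.6, against at most 29.6 elsewhere. E2F1, SP1, CREB5 and FOSL2, which the study names together, had a median rank of 4.5 from the top. JUNB, JUND, GRHL2, FOXN1 and FOXN2, named at the other end, had a median rank of 46. These medians were added after the data were seen. Restricted to probes well above background on every array, the median ranks on the first component were 25 and 16. Under normexp with quantile normalization they were 24.5 and 13.

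The first component rose with the share of probes well above background over the 52 arrays (r = 0.680, permutation p = 1e-05; rho = 0.553, p = 4e-05; adjusted p = 1.8e-05 and 7e-05 over 7 relations). Without the siE2F1 and siTCF7L2 arrays, r was 0.593. The relation did not hold within every slide, since r was 0.915 on slide 2, 0.614 on slide 6 and 0.863 on slide 7 but -0.416 on slide 1, -0.543 on slide 3, -0.887 on slide 4 and -0.622 on slide 5.

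**Figure D3:**
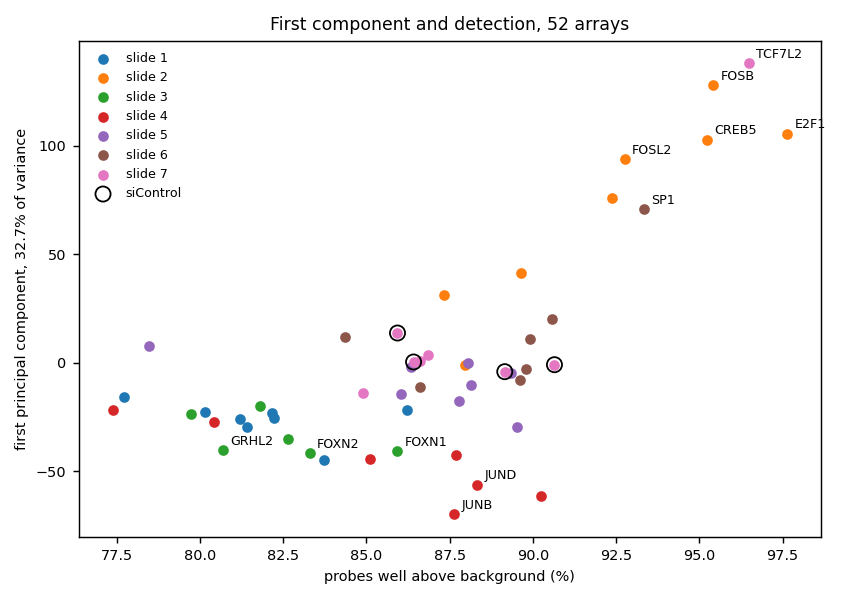
Score on the first principal component against the share of probes well above background (percent) for the 52 arrays, coloured by slide, with siControl arrays circled. The 8 arrays of slide 2 have a mean score of 72.2 and the 7 of slide 4 a mean of -46.2.

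Similarity between knockdowns was measured as the correlation, across probes, of their log2 changes from the siControl mean. Probes are not independent replicates. The mean r was 0.582 over 147 pairs on 1 slide and 0.366 over 981 pairs on different slides, a difference of 0.216 (permutation p = 1e-05, the smallest the permutations can give). Simulated unchanged arrays gave 0.202 and 0.201 against 4 independent controls. With controls that share an error in pairs, as the siControl arrays did, they gave 0.303 and 0.304 (added after the data were seen), closer to the mean r of pairs on different slides. Under the alternatives the difference ran from 0.142 with normexp to 0.354 with the mean of all knockdown arrays as reference. For the factors the study places together, r was 0.902 for CREB5 and FOSL2, 0.845 for E2F1 and CREB5, and 0.797 for E2F1 and FOSL2, all on slide 2. It was 0.592 for E2F1 and SP1, 0.698 for SP1 and CREB5, and 0.699 for SP1 and FOSL2, which lie on different slides. It was 0.667 for JUNB and JUND and 0.814 for FOXN1 and FOXN2, each pair on 1 slide. Families were set by the leading letters of the label alone, so relatedness of the proteins was not examined. Pairs of 1 factor family had a mean r of 0.565, against 0.389 for other pairs, but 24 of the 31 family pairs lay on 1 slide. Within slides, family pairs averaged 0.622 and other pairs 0.574 (difference 0.0485, permutation p = 0.357, added after the data were seen). With each slide's mean subtracted, which pushes such correlations below 0, family pairs on 1 slide averaged -0.141 and other pairs -0.139 (difference -0.00172, permutation p = 0.497). The 7 family pairs on different slides averaged -0.0527 and other pairs 0.00124 (permutation p = 0.869 for the difference of -0.0539).

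Marker lists for progenitor cells and for early, mid and late differentiation were written before the data were examined, in place of the signatures the study scored. Tested genes numbered 8 of 17 for progenitor, 9 of 12 for early, 14 of 15 for mid and 18 of 23 for late. The median change of each list was placed among 10000 random lists of the same size and like expression, as a description of 1 array and not as a test. Against siControl, 91 of the 192 medians lay beyond the central 95% of random lists, and 114 did against the slide, where 9.6 would by chance if the genes of a list moved independently. Genes of 1 list tend to move together, so this count overstates how unusual the medians are. The RUNX1 knockdown had the lowest early median (-2.82 against siControl, -1.98 against its slide) and low mid (-2.27 and -1.77) and late medians (-0.997 and -0.55). The targeted RUNX1 transcript itself changed by -0.63 ± 0.36 (SE) and was not called. The FOSL1 knockdown had the highest late median against siControl (1.59). Against the slide its late median was 0.66, where the highest of the 48 was that of the STAT3 knockdown (1.75). It had a mid median of 0.77 and 0.49, and a progenitor median of -0.16 and -0.26. The progenitor value against siControl was -0.07 without siControl replicate 1 and -0.02 without replicate 2, and lay within the central 95% in both cases, under normexp, under quantile normalization and with only probes well above background on every array. The CREB5 knockdown had a late median of 1.43 and 0.83 and an early median of 0.70 and 0.49. The array labelled FOS had an early median of 0.62 and 0.25 and a late median of 0.78, which fell to 0.12 against its slide, within the central 95%.

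The array labelled KLF4 had a late median of -1.05 against siControl and -0.52 against its slide. Its progenitor (0.01), early (0.22) and mid (-0.33) medians against siControl lay within the central 95%, as they did against its slide. The NR3C1 knockdown had an early median of -0.73 and -0.61, and -0.41 against siControl without replicate 4. The PRDM1 knockdown had a late median of -0.79 and -0.07. Its early median was 0.06, within the central 95%, and 0.84 against its slide, above it. Its progenitor median went from -0.12 to 0.06 and its mid median from -0.35 to 0.41 between the references. Among random lists its progenitor median was low in both (percentile 1.47 and 2.68, the second within the central 95%). Its mid median went from percentile 0.02 to 41.0, so neither list moved beyond the other side. Against siControl its progenitor median was -0.06 without replicate 1 and -0.04 without replicate 2. On the slide of the controls, the TP63 knockdown had an early median of -0.97 and -0.69, a mid median of -0.48 and -0.70 and a late median of 0.46 and 0.21. The TCF4 knockdown had an early median of -0.31 and -0.18 and a late median of 0.66 and 0.43. With only probes well above background on every array, both late medians against siControl lay within the central 95% (0.25 and 0.44). The array labelled TCF7L2 had an early median of -0.48 and -0.21 and a late median of 1.07 and 0.88. The STAT6 knockdown had a mid median of -0.17 and -0.22, and an early median of -0.18 against siControl and 0.39 against its slide. Without replicate 2 its mid median was -0.10. Without any 1 of the siControl arrays its early median lay within the central 95%, from -0.18 to -0.12. Progenitor medians over all 48 knockdowns stayed between -0.45 and 0.74 against siControl. The proliferation list (12 of 22 genes tested) ran from -1.39 on the array labelled ATF3 to 0.81 in the PBX2 knockdown. The interferon list (5 of 18 genes tested) ran from -1.91 in the TP63 knockdown to 2.29 in the JUND knockdown, and 23 knockdowns lay above the central 95% and 3 below against siControl, with 11 above and 11 below against the slide.

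**Figure D4:**
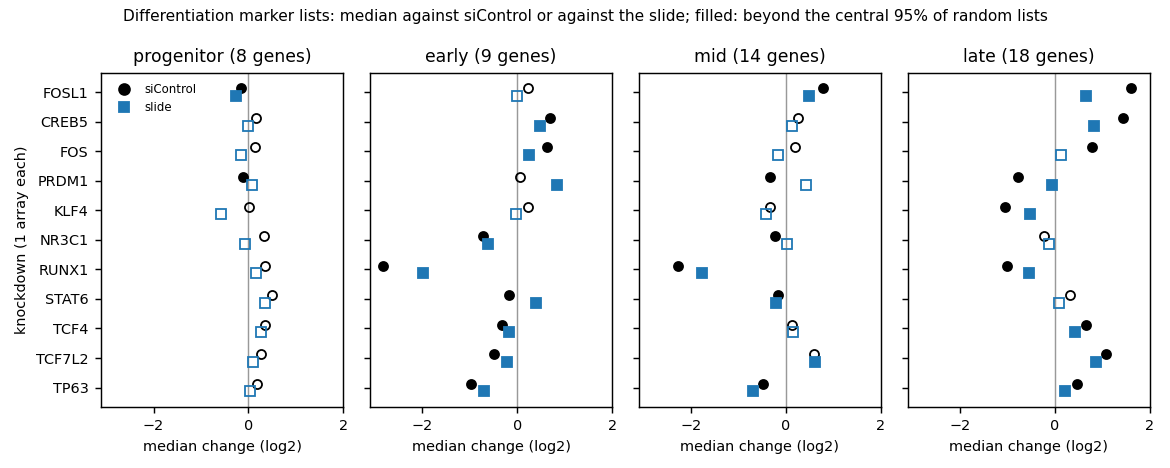
Median log2 change of the progenitor, early, mid and late marker lists in 11 knockdowns (1 array each), against siControl (circles) and against the other arrays of the slide (squares), filled where the median lies beyond the central 95% of random lists. The RUNX1 knockdown has the lowest early median, at -2.82 and -1.98.

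Lists of known targets of 4 factors checked whether the knockdown reached the factor's pathway. The median change of the NR3C1 target list (9 genes) was -0.70 in the NR3C1 knockdown, the lowest of the 48 knockdowns (exact 1-sided rank test, p = 0.0208, adjusted p = 0.0833). That of the ATF4 target list (13 genes) was -0.57 in the ATF4 knockdown, rank 2 of 48 (exact p = 0.0417, adjusted p = 0.0833). That of the SMAD4 target list (9 genes) was -0.54 in the SMAD4 knockdown, rank 6 (exact p = 0.125, adjusted p = 0.167). That of the XBP1 target list (14 genes) was 0.06 in the XBP1 knockdown, rank 24 (exact p = 0.5, adjusted p = 0.5), although the XBP1 transcript itself changed by -2.35 ± 0.26 (SE). Among random lists the medians lay at percentile 0 for NR3C1 and ATF4, 0.87 for SMAD4 and 46.1 for XBP1, as a description of 1 array each. None of the 4 passed the threshold after adjustment. NR3C1 held the lowest rank that 48 arrays allow, and 1 such rank by itself gives 0.0833 over 4 lists. The rank test therefore does not speak against an effect for NR3C1. Among the arrays of their slides NR3C1, ATF4 and SMAD4 ranked lowest and XBP1 ranked 5. There, 8 arrays cannot give an exact p below 0.125 and 7 cannot go below 0.143.

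The study used the screen to examine links between the factors, naming PRDM1, FOXP1 and STAT6. Its links were predicted from motifs of these factors in the super-enhancers (large regulatory regions) of other factors. Motifs were not used here, and the transcripts of all other targeted factors were examined. The counts below therefore do not test the study's predicted links. Over 1880 combinations of a knockdown and the transcript of another targeted factor, 88 were called against siControl over all probes tested and 138 adjusted over the list alone. Against the slide, 4 were called over all probes and 4 adjusted over the list alone. The calls over all probes against the slide, looked up after the count was seen, were the TCF7L2 transcript in the ETS1 knockdown (-3.82), E2F1 in JUND (-2.01), JUN in OVOL2 (1.86) and RUNX2 on the array labelled TCF7L2 (2.80). Against siControl these changed by -0.57 (limma adjusted p = 0.407), -1.81 (0.0352), 1.16 (0.168) and 2.77 (0.00906) in the same order. The fall of TCF7L2 in the ETS1 knockdown was thus mostly a difference from the other slide 2 arrays and not from siControl. The RUNX2 probe was well above background on only 1 of the 4 siControl arrays, so background limits the size of its rise. Adjusted over the list alone, RELB in the RUNX1 knockdown (2.13) took the place of the last. In the PRDM1 knockdown, FOXP1 changed by 2.09 ± 0.34 (SE, limma adjusted p = 0.0257), TP63 by 1.19 ± 0.24 (0.0393) and SP1 by -1.17 ± 0.23 (0.0366), and 0 passed adjusted over the list alone (limma; 13 had an unadjusted p under 0.05, and the CyberT-like test called 7 over all probes). On the array labelled FOXP1, RELB changed by 2.79 ± 0.28 (limma adjusted p = 0.0215) and FOXD1 by 1.66 ± 0.27 (0.0341), and 5 passed adjusted over the list alone. In the STAT6 knockdown 0 of 39 were called by limma or by the CyberT-like test, with 4 at an unadjusted p under 0.05. None of the 5 named changes in the PRDM1 knockdown and on the array labelled FOXP1 was called against the slide. All 5 also lost their call without siControl replicate 1, 3 or 4, where both counts were 0, and without replicate 2 the PRDM1 count was 7.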

Values the study reported

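The study described knocking down 50 transcriptional regulators besides GRHL3 in differentiating keratinocytes and following the expression of approximately 14,000 genes. It stated that 22 of the genes encoding the selected factors were associated with super-enhancers.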

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

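The test of an equal background on every spot was chosen after the result was seen.

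Negative-control spots, which match no human transcript and enter none of the comparisons, had an average net signal of 41.6 on the array labelled TCF7L2, against 20.7 to 22.1 on the 4 siControl arrays of the same slide. Over all 48 knockdown arrays the median was 20.6, the next highest value was 26.1, and 9 arrays exceeded the highest siControl array. The array also had the most changed probes, 2306 against the other arrays of its slide. The tables argue against an equal background on every spot as the whole cause. Of the dimmest tested probes (3390 probes, the lowest quartile of mean level), 32.7% rose on this array by over 2 times the rise of its negative controls. In the TP63, TCF4 and STAT6 knockdowns 0.531%, 0.295% and 0.737% rose by that much. A raised background that differs between probes may still account for much of the difference, since 92.7% of the probes called against the slide were rises of probes below the median level, and 94.6% of all its calls were rises. Under quantile normalization, which gives every array the same distribution, 41.4% of its calls were rises. With no batch 96.3% were. Among probes well above background on every array it had 241 calls, of which 88.8% were rises. The rises of ADRB1, BSX and HLX are not among these 241 calls, since those probes were not well above background on any siControl array. The rise of the TCF7L2 probe is not among them either, since the filter left that probe out. A raised background that differs between probes may account for those rises too. An effect of the siRNA pool stays open, because the array has no replicate. No siControl array stood apart from the other 3 in any of 65 sets of values tested (array measures, targeted transcripts, list medians, component scores and named genes), but siControl arrays that fall into pairs leave that test with little power.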

How the results depend on the processing

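Every alternative was planned before the data were examined, except averaging siControl arrays in pairs. No paired analysis was possible because each knockdown is a single array and the siControl numbers match no knockdown.

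The fall of the targeted transcripts, the share of the first component between slides (39.2% to 66.7%), the similarity of pairs on 1 slide (difference 0.142 to 0.354) and the count of list medians beyond random lists (83 to 114) kept their direction and call under the alternatives run. Targets called adjusted over the list alone numbered 19 to 27. Adjusted over the list alone, 117 values of the named targets kept direction and call, FOXP1 lost its call against the slide (0.29) and NOTCH3 changed from 0.17 to -0.20. Adjusted over all probes, calls of named targets were lost under more alternatives (SOX11, STAT3, NR3C1, PBX2, CREB5 and FOXP1), and the number of targets called lower went from 11 to between 1 and 15. Normexp with quantile normalization moved the median target change to -0.96. Against siControl, the median change of all probes lay between -0.18 and 0.37 by knockdown. Quantile normalization moved it by -0.42 (the array labelled TCF7L2) to 0.21 and normexp by -0.41 to 0.19, so list medians are read against random lists of the same array. Under 1 or both of these scalings 10 list medians changed sign, all within the central 95% of random lists as reported: progenitor for CREB5, FOS, TP63 and TCF7L2, early for FOSL1 and PRDM1, and mid for CREB5, FOS, TCF7L2 and TCF4.

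Counts against siControl moved most. For knockdowns on other slides the median of 556 became 127.5 with normexp, 0 with only probes well above background on every array, 2 with slide means subtracted, 282.5 with siControl pairs averaged, and 0 to 468.5 without 1 siControl array. A siControl array fewer leaves 2 residual degrees of freedom in place of 3, and this holds for replicate 2 too, without which the median was 468.5. Replicate 2 lay farthest from replicates 3 and 4 (r of 0.970 and 0.965, against 0.982 and 0.979 for replicate 1). Leaving it out therefore also changes the spread between siControl arrays, and the lost degree of freedom cannot be judged apart from this. The cause was not tested. For the 4 knockdowns on slide 7 the median of 2 became 23.5 with normexp, 25 with quantile normalization, 10 with the authors' values, 0 with probes well above background on every array, 106.5 with the CyberT-like test, 1 with slide means subtracted, 15.5 with pairs averaged and 0 without any 1 siControl array. The share of rises (42.6%) became 60.4% with normexp, 31.5% with slide means subtracted and 47.8% to 80.0% without 1 siControl array. The causes were not tested.

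Against the slide, the median of 1.5 became 8.5 with normexp, 6 with quantile normalization and 3 with no filter. Knockdowns with at least 50 changed probes went from 8 to 5 with no batch. The total of 4788 became 2809 with only probes well above background on every array, where 10181 probes were tested, and 2831 with no batch. The share of rises (61.9%) became 37.7%, 40.3% and 49.8% with quantile normalization, bright probes only and no batch. These shares moved with the array labelled TCF7L2: without it they were 31.5% as reported and 34.1%, 35.7% and 33.8% in the same order. With bright probes only, its calls went from 2306 to 241, since the filter removed dim probes, and those of the other knockdowns from 2482 to 2568. With no batch they went to 728 and 2103. The cause of the other differences was not tested.

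The target lists kept their direction except XBP1, whose mean was -0.028. Adjusted p passed the threshold under some settings: with normexp for NR3C1 (-0.67, 0.0417) and SMAD4 (-0.50, 0.0417), with the mean for ATF4 (-0.55), NR3C1 (-0.93) and SMAD4 (-1.03, all 0.0278), and without siControl replicate 3 or 4 for ATF4 and NR3C1 (0.0417). Over the siControl arrays left out, ATF4 ran from -0.59 to -0.52 and NR3C1 from -0.81 to -0.62. Over all alternatives adjusted p ran from 0.0278 to 0.190 for ATF4 and NR3C1 and to 0.333 for SMAD4. The cause was not tested.

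Factor transcripts called went from 88 to 57 with only probes well above background on every array, 4 with slide as a block and 10 to 73 without 1 siControl array (10 without replicate 1, 18 without 3 or 4). Adjusted over the list alone they went from 138 to 4 with slide as a block and 24 to 129 without 1 siControl array. The cause was not tested.

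List medians changed sign against the slide for PRDM1 progenitor (0.064) and mid (0.41), STAT6 early (0.39) and NR3C1 mid (0.017). With the mean, TCF7L2 early (0.050) and STAT6 early (0.086) did. Read against random lists, only STAT6 early went beyond the other side against the slide, from percentile 2.25 to 99.5. PRDM1 progenitor stayed low (1.47 and 2.68). PRDM1 mid (0.02 and 41.0) and NR3C1 mid (0.13 and 78.9) came within the central 95%. The cause was not tested. Medians within the central 95% against siControl also changed sign against the slide: progenitor for KLF4 (0.01 to -0.58), NR3C1 (-0.07), CREB5 (-0.01) and FOS (-0.15), early for KLF4 (-0.02) and FOSL1 (-0.01), and mid for FOS (-0.17). Of the named list values, 421 kept direction and side. For named genes on the array labelled TCF7L2 and first-component ranks, 76 values did, and 9 lost their call, all of them falls. Of the 13984 tested probes, 10181 were well above background on every array, and signal over background limits the values of the others on some arrays.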

Other observations

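The tests of the first component against negative-control spots (over all arrays and within slide 2), of the share and size of changes shared with the slide, of family pairs before slide means were subtracted and of probe classes matched on level were chosen after the results were seen. The rules that read the negative-control and siControl-pair relations and the shift shared by a slide as open were also set after their values were seen.

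The array held 14341 probes, paired with 7055 gene names. The number of names is lower than the value quoted from the study above.

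The first principal component followed the share of probes well above background, with the limits by slide given in the report. DNA or unspliced RNA in the labelled material would raise dim probes in 1 unbroken genomic stretch more than dim probes that span an exon junction. The difference between these classes (2926 and 281 probes) instead fell as the component rose (r = -0.865 over 52 arrays, rho = -0.874, permutation p = 1e-05 for both; -0.841 without 2 arrays), and r was below 0 on each of the 7 slides, from -0.988 to -0.186. With classes matched on mean level r was -0.934. GC content also fails to account for it, since its correlation with the loadings of dim probes was 0.295 across probes, which are not independent, and the component kept 28.9% of the variance and an r of 0.993 with its former scores once the GC trend was removed. The net signal of negative-control spots rose with the component (r = 0.594, rho = 0.625, permutation p = 1e-05 for both; 0.451 without 2 arrays), but r was 0.605, -0.320, -0.000433, 0.806, -0.642, 0.0941 and 0.970 on slides 1 to 7. On slide 2, which held 5 of the 7 highest scores, r was -0.320, and negative controls lay between 20.5 and 22.8 while the median rise of dim probes over siControl ran from -1.33 to 22.0 signal units. Background shared with the negative controls therefore does not account for the spread on slide 2. For the other slides it cannot be told apart from a difference between cultures, because the relation changes sign between slides. Loss of the grouping under other settings (median ranks 25 and 16 with bright probes only) is consistent with a component carried by dim probes. A biological effect of the knockdowns stays open and was not tested, since 5 of those 7 arrays share a slide. The array quality marks given in the report were not tested as a source of the component either.

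Knockdowns on slides 1 to 6 had a median of 556 probes called against siControl. A median of 0.125% of those probes were called in the same direction against the slide, but that fit has the larger SE, so the share alone does not separate a lost call from a lost change. By size, the median change against the slide was 0.337 of that against siControl for the same probes (43 knockdowns, from 0.0464 to 0.844), and 0.980 on the array labelled TCF7L2. That array shares its slide with all siControl arrays, which make up most of its reference there. Its ratio therefore cannot be set against those of the other slides. Probes chosen for their change against siControl favour a ratio below 1, since error in the siControl mean enters that choice, and no value for arrays without slide effects was computed. A shift of the slide cannot be told apart from an effect common to the knockdowns on it, because slides 1 to 6 hold no siControl array. Slide shifts of 1 control SD added to simulated unchanged arrays gave a median of 0 calls, and larger shifts were not simulated.

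Pairs of 1 factor family, set by the leading letters of the label, had more similar profiles than other pairs before slides were considered. A shared slide is a candidate explanation, since the difference was -0.00172 among pairs on 1 slide with slide means subtracted. Before subtraction it was 0.0485 among pairs on 1 slide (permutation p = 0.357). Among pairs on 1 slide that were not side by side, with slide means subtracted, family pairs averaged -0.113 and other pairs -0.143, a difference that was not tested, so a small effect of family stays open. Neighbouring places on the slide cannot be told apart from chance, because side-by-side pairs not of 1 family exceeded other pairs of their slide by 0.0209 (23 pairs, permutation p = 0.435).

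The 4 siControl arrays fell into pairs, with r of 0.992 for 1 and 2 and 0.995 for 3 and 4, against 0.965 to 0.982 across the pairs. Their 75th percentiles were 997 and 870, against 1671 and 1632. Along the axis between the pairs, the 48 knockdown arrays rose with log2 overall signal (r = 0.384, permutation p = 0.0129; rho = 0.227, p = 0.122; 0.399 without 2 arrays). Within slides 1 to 6 r was -0.0607, 0.555, 0.597, 0.599, 0.954 and 0.838. Overall signal may therefore be a source of the pairing, but the rank correlation does not pass the threshold and no biological explanation was tested.

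The PRDM1 knockdown had the lowest overall signal, 469 at the 75th percentile, and 1001 probes called against its slide. Low signal would act on dim probes, but 32.3% of the called probes lay below the median level and 73.6% of all calls were falls. An effect of the knockdown stays open and was not replicated.

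The label LRRFLP1 matched no gene name. If it is a misspelling of LRRFIP1, the brightest LRRFIP1 probe would be lowest on its slide in that array, and it ranked 1 of 7 there, with a log2 change of -3.61 from siControl. Another probe changed by -3.59 and was also the lowest of 52 arrays, a further probe changed by -0.34, and the last rose by 1.45 to the highest of 52. The label GABP1 also matched none. The brightest GABPB2 probe ranked 1 of 6, and all 3 GABPB2 probes were the lowest of 52 arrays, with changes of -2.26, -2.56 and -2.42. The brightest GABPB1 probe ranked 3 of 6 with a change of -0.02, which cannot be told apart from a knockdown that failed. Reading the labels as LRRFIP1 and GABPB2 is consistent with these values, but the labels were used as given.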
